A study of Homo sapiens with 10 samples.

How the data were processed

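RNA from H1 cells, an established line of human embryonic stem cells, was sequenced after knockdown with short hairpin RNAs (shRNAs) that target SMARCA4, MAFK, E2F6 or KDM1A. An shRNA against luciferase (shLUC), which has no target gene in human cells, served as the control. Per the labels, the shRNAs were delivered with packaged virus, puromycin selection followed, and total RNA with an RNA integrity number above a set minimum went into NEB Next Ultra libraries for sequencing on an Illumina NovaSeq instrument. Each of the 5 groups had 2 libraries, which makes 10 libraries. Groups and replicate numbers were taken from the sample titles, and the columns of the table were matched to samples by the names in the sample descriptions.

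The deposited values were treated as scores, whole numbers that are normalized and not raw counts. The deposited table abbreviates its unit, which is read here as normalized tag counts; that the values are normalized follows from the values themselves. All 10 libraries held the same value at 80.3% of ranks and the same median of 594, and their totals lay between 22836548 and 22855295. In each library 10 rows held the highest value of 148866, and the next 10 rows held 61943 (3 rows) or 61939 (7 rows). Values above 15000 fell on a pair of ladders in this way, and none of the 180 rows with such values in several libraries changed ladder. Full quantile normalization within 10 fixed strata of rows would leave values of this form. No label or header states the aligner, the counter, the genome build, the annotation or the normalization. The authors also deposited group means and errors, which equalled the mean and the SD divided by 2 of the 2 libraries, so only the values per library were used. Columns not mapped to a sample numbered 0.

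This form has consequences for the measurements. The read depth of each library is unknown, because the normalization set the totals equal, so no interval that needs a depth is given. A difference in total RNA or in the share of RNA from one class of rows is also not seen fully. At the top of a stratum the values are far apart: the step from 61939 to 148866 is 1.27 on the log2 scale, so a swap of neighbouring ranks among the highest rows reads as a 2.4-fold change. The most highly expressed rows were therefore read with that step in mind.

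The table held 14785 rows: 13808 genes, 973 subfamilies of transposable elements (TEs) and 4 transfer RNA rows. All gene identifiers were present in GENCODE release 29, and 13778 symbols were equal to its symbols; gene positions are from that annotation, on GRCh38, and were not given in the table. Of the genes, 13110 are protein-coding, 698 are long intergenic noncoding RNAs and 0 are mitochondrial. Every row reached at least 80 in at least 2 libraries. How reads were shared between a TE copy and the gene around it, between TE subfamilies, between gene paralogs or between strands is not stated, so values of such rows may hold each other's reads.

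Values were analysed as log2(value + 1). A fold change is on that scale, which understates the change of low rows. Rows with a mean of at least 10 were tested, which removed no row because the lowest mean was 19.3. Each knockdown was compared with shLUC with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided), in 1 fit of all 10 libraries so that the 5 groups shared 1 estimate of the spread with 5 residual degrees of freedom. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over all rows, and the threshold was 0.05. Rows whose group means differed by at least 1 on the log2 scale were also counted, without a test. Differences among the 4 knockdowns were tested with limma's moderated F-test. Correlations of log2 changes across rows were set against 100 simulated sets of unchanged groups that shared the 2 control libraries. Gene lists were tested with limma's camera at its preset correlation of 0.01, with fry and with an estimated correlation as alternatives. The 9 lists were markers of pluripotency, ectoderm, mesoderm, endoderm and trophoblast, germline genes, and interferon, p53 and antioxidant response genes. TE families with at least 30 rows were tested in the same way. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9.

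Named genes were chosen by a rule: the 4 targets and their paralogs; for each knockdown the 3 largest rises and 3 largest falls among rows past the threshold with a mean of at least 50 in the higher group and no overlap with the control libraries; members of the 9 lists past the threshold; and the 3 rows with the smallest F-test p. The tests, this rule, the lists and most alternatives were fixed before the data were examined. Alternatives covered the pseudocount, the filter on low values, rescaling and quantile normalization of the values, the variance model, the libraries in the fit, the replicate number as a block, leaving out each library, and the list test. Alternatives chosen after seeing the data were group weights, fits without shKDM1A libraries, removal of GC content and length trends, the F-test without shSMARCA4, adjustment over TE rows alone, and the replicate block for the lists of Nodal, ATF4, sterol and metallothionein genes. Tests that need raw counts were not run, and 1 gene is not reported here.

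The fits were tested on simulated data with the mean of each row and the spread of each group, in which 200 of the rows were changed. Over 10 simulations the fit of all libraries recovered 94.7% to 95.8% of rows changed by 2 on the log2 scale and 52.3% to 55.7% of rows changed by 1. It made on average 1.1, 2.3 and 2.8 false calls among 14585 unchanged rows for MAFK, E2F6 and SMARCA4, and 32 for KDM1A, whose replicates differed most. With group weights these averages were 11.2, 11.5, 10.1 and 6.5. In 50 further simulations with no changed row, the fit of all libraries made no call for MAFK, E2F6 or SMARCA4 and 0.52 on average for KDM1A, and group weights made 0.06 to 0.12. Unadjusted p-values under 0.05 made up 1.6%, 2.4%, 3% and 9.7% of rows for MAFK, E2F6, SMARCA4 and KDM1A in the fit of all libraries, and 4.9% for each with group weights. The simulated rows were independent of each other, as real rows are not. The camera test found a list shifted by 0.5 in 10 of 10 simulations, and 1% of unchanged lists had an unadjusted p under 0.05.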

Results

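The effect of knocking down a chromatin remodeller subunit (SMARCA4), a transcription factor of the small MAF family (MAFK), a repressive E2F factor (E2F6) or a histone demethylase (KDM1A) on the transcriptome of H1 embryonic stem cells was measured by RNA-seq. The study concerned candidate regulators of chromatin folding at transposable elements, and gene expression was 1 of its measurements. Each knockdown and the shLUC control had 2 libraries. The normalized totals lay between 22836548 and 22855295 per library, a range fixed by the normalization, so the read depth is unknown. Between 8 and 45 of the 14785 rows were listed at 0 in a library, with the most in shKDM1A replicate 1. TE rows made up 14.5% of the total in both control libraries and from 12.8% (shKDM1A replicate 1) to 16% (shKDM1A replicate 2) elsewhere.

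Replicates were first compared with each other. The SD between replicates, over all rows on the log2 scale, was 0.275 in shLUC, 0.335 in shSMARCA4, 0.264 in shMAFK, 0.308 in shE2F6 and 0.53 in shKDM1A. The variance within shKDM1A was 3.72 times that within shLUC. The first principal component held 33.7% of the variance and separated the shSMARCA4 libraries from shKDM1A replicate 1, while shKDM1A replicate 2 lay near the controls. No pair of libraries was identical. Because the fit shares 1 spread among groups, the shKDM1A pair widened the errors of the other comparisons and its own error was understated.

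**Figure D1:**
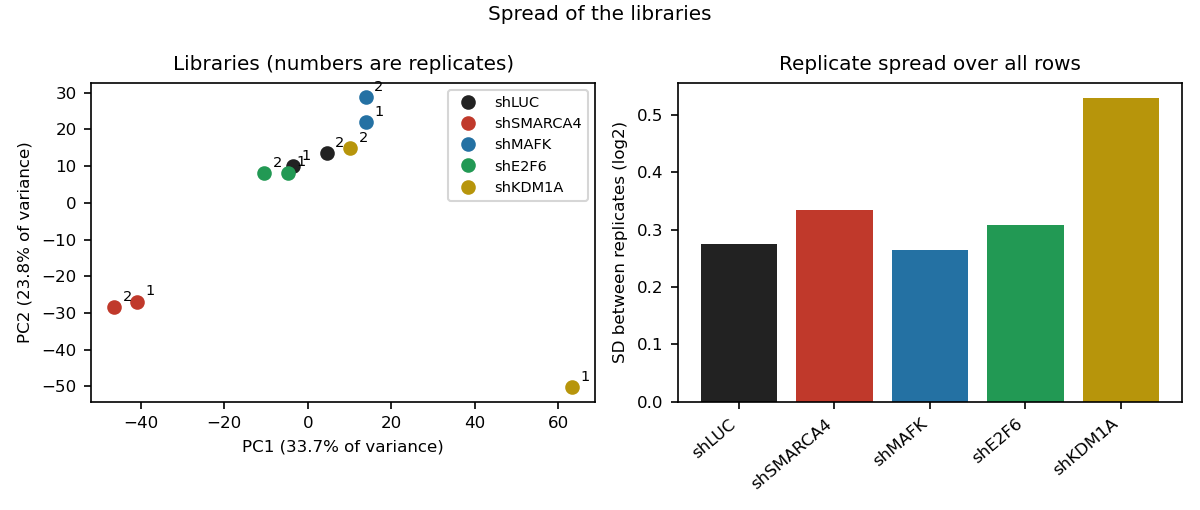
The left panel plots the 10 libraries on the first (33.7% of variance) and second (23.8%) principal components of the log2 values, with replicate numbers beside the points. The right panel gives the SD between the replicates of each group in log2 units, which is 0.53 in shKDM1A and at most 0.335 in the other groups.

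The targeted transcript was examined first in every library. SMARCA4 (ENSG00000127616, chromosome 19, 10960825 to 11079426, GRCh38, plus strand) had 1042 ± 81.3 normalized tag counts (SD, n = 2) in shSMARCA4 and 8230 ± 204 in shLUC, 12.7% of the control. Its log2 change was -2.98 (SE 0.14, limma adjusted p 8.55e-05), and the lowest library of the other groups had 7576. KDM1A (ENSG00000004487, chromosome 1, 23019443 to 23083689, plus strand) had 2584 ± 998 in shKDM1A and 6134 ± 296 in shLUC, 42.1% of the control. The shKDM1A libraries held 3290 and 1879, both below the 5421 of the lowest library elsewhere. The log2 change of -1.30 (SE 0.24) had a limma adjusted p of 0.132 over all rows and 0.000751 adjusted over the list alone, the list being the 4 targets.

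E2F6 (ENSG00000169016, chromosome 2, 11444375 to 11466177, minus strand) had 320 ± 22.6 normalized tag counts (SD, n = 2) in shE2F6 and 522 ± 43.8 in shLUC, 61.3% of the control. Both shE2F6 libraries (336 and 304) lay below the 450 of the lowest library elsewhere. The log2 change was -0.70 (SE 0.19), with a limma adjusted p of 0.774 over all rows and 0.00655 adjusted over the list alone. MAFK (ENSG00000198517, chromosome 7, 1530714 to 1543043, plus strand) had 149 ± 94.8 in shMAFK and 250 ± 53.7 in shLUC, 59.6% of the control. The shMAFK libraries held 82 and 216, against 212 and 288 in shLUC, and 2 libraries of other groups lay below the higher shMAFK value. The log2 change of -0.89 (SE 0.39) had a limma adjusted p of 0.572 over all rows and 0.0509 adjusted over the list alone, so the fall of MAFK was not larger than the spread between replicates. It was -0.19 without shMAFK replicate 1 and -1.58 without shMAFK replicate 2. Over all rows, SMARCA4 was past the threshold under each alternative fit in which the targets were examined (limma adjusted p 2.72e-06 to 0.000906). The other 3 targets were not (0.197 to 0.601 for MAFK, 0.156 to 0.774 for E2F6 and 0.119 to 0.763 for KDM1A). The targets were not examined in the fit with GC content and length trends removed.

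**Figure D2:**
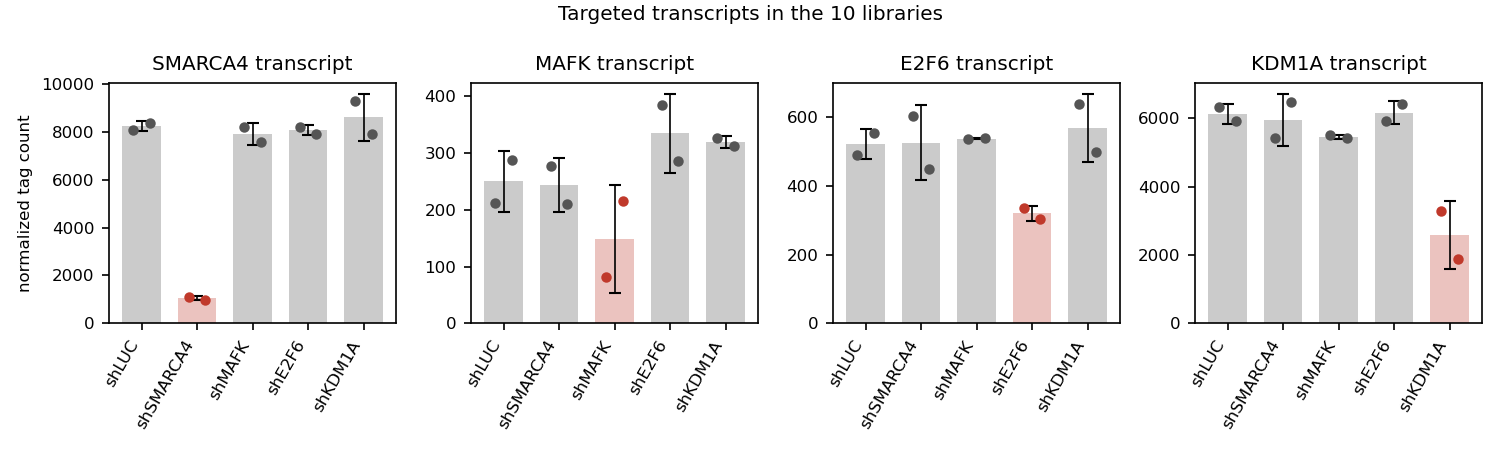
Each panel plots 1 targeted transcript as normalized tag counts (linear axis from 0) in the 5 groups; points are libraries, bars are means of 2 libraries and error bars are the SD. Red marks the knockdown of that transcript: SMARCA4 falls to 1042 from 8230, and the shMAFK libraries (82 and 216) overlap with those of other groups.

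Paralogs of the targets showed no change past the threshold. The table held 10 of them (SMARCA2, MAFG, E2F1, E2F2, E2F3, E2F4, E2F5, E2F7, E2F8 and KDM1B), and MAFF was not analysed here. Of the 40 tests, 0 passed over all rows, 0 passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05. The change with the smallest unadjusted p was a rise of SMARCA2 in shMAFK, with a log2 change of 0.54 (SE 0.15, limma adjusted p 0.28).

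Knockdown of SMARCA4 changed 618 of 14785 rows at a limma adjusted p under 0.05, of which 247 were higher and 371 lower than in shLUC. The median log2 change was 1.12 among the higher and -1.33 among the lower rows. An unadjusted p under 0.05 was found for 2411 rows (16.3%, against 3% in simulated data with no changed row). Group means differed at least 2-fold for 852 rows, 328 higher and 524 lower. Values of the knockdown and control libraries did not overlap for 51% of rows, where chance gives 33.3%. The alternative that moved the count most was a fit with a separate weight for each group, with 1306 rows, which included all 618.

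Among the rises, the largest by the rule was MIXL1 (chromosome 1), with a log2 change of 4.79 (SE 1.04, limma adjusted p 0.0365). Its values were 1809 and 132 in the shSMARCA4 libraries and 20 and 14 in shLUC, and the log2 change was 2.91 without shSMARCA4 replicate 1, so 1 library decided its size. TNRC18 (chromosome 7) rose from 86.5 ± 20.5 to 945 ± 4.24 normalized tag counts (log2 change 3.45, SE 0.34, limma adjusted p 0.00128). NODAL (chromosome 10) had 2112 and 664 in shSMARCA4 against 138 and 91 in shLUC (log2 change 3.39, SE 0.57, limma adjusted p 0.0133). Among the falls, NPTX1 (chromosome 17) went from 1062 ± 19.8 to 22 ± 7.07 (log2 change -5.57, SE 0.44, limma adjusted p 0.000664). BTBD17 (chromosome 17) had 10 in both shSMARCA4 libraries and 272.5 ± 55.9 in shLUC, and PKDCC (chromosome 2) had 32 ± 14.1 against 760.5 ± 308, with log2 changes of -4.62 and -4.54 (limma adjusted p 0.00195 and 0.0032).

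Knockdown of MAFK changed 2 rows, both higher: ATF5 (chromosome 19) and MAL2 (chromosome 8). ATF5 rose from 95 ± 29.7 to 1492 ± 53.7 normalized tag counts (SD), a log2 change of 3.99 (SE 0.33) with a limma adjusted p of 0.00928. MAL2 rose from 1420 ± 116 to 4097 ± 185, a log2 change of 1.53 (SE 0.16) with a limma adjusted p of 0.0432. MAL2 was also past the threshold in shSMARCA4 (log2 change 0.81, limma adjusted p 0.0281). The shMAFK libraries held 1530 and 1454 for ATF5 and 4228 and 3966 for MAL2, while MAFK itself was at 82 and 216. These rises thus did not follow the MAFK level of the library, and their link to the fall of MAFK is open. An unadjusted p under 0.05 was found for 1296 rows (8.8%, against 1.6% in simulated data with no changed row), 337 rows differed at least 2-fold, and 49.1% of rows did not overlap with the controls. The count of changed rows was 487 with group weights and 34 without both shKDM1A libraries.

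Knockdown of E2F6 changed 0 rows at the threshold, with a smallest limma adjusted p of 0.117. An unadjusted p under 0.05 was found for 752 rows (5.1%), where simulated data with no changed row gave 2.4% in this fit. It was found for 1649 rows (11.2%, simulated 4.9%) with group weights, 1430 (9.7%, simulated 4.6%) without both shKDM1A libraries and 1394 (9.4%) in a fit of only the 2 groups. At least 2-fold differences were found for 161 rows, 61 higher and 100 lower, and 40.7% of rows did not overlap. With group weights 21 rows passed. On simulated data, that fit made 11.5 false calls on average for this knockdown when 200 rows were changed. It made at most 1 when none was changed. With 200 changed rows it also recovered 98.9% of those changed by 2 and 78.4% of those changed by 1. Neither setting gave a number of calls like the 21, so neither gives the false calls among them. At these replicate numbers the fit of all libraries recovered 53.5% of rows simulated with a log2 change of 1 in this comparison. Changes below that size were thus often not detectable.

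Knockdown of KDM1A changed 4 rows. CTCFL (chromosome 20) rose from 89 ± 9.90 to 1068 ± 102 normalized tag counts (SD), a log2 change of 3.57 (SE 0.19, limma adjusted p 0.000225). EFHD1 (chromosome 2) rose by 1.83 (SE 0.20, limma adjusted p 0.0313) and LAMC3 (chromosome 9) by 1.54 (SE 0.14, limma adjusted p 0.00571) on the log2 scale. FZD2 (chromosome 17) fell from 767.5 ± 17.7 to 59 ± 29.7, a log2 change of -3.77 (SE 0.29, limma adjusted p 0.00254). On simulated data with no changed row, the same comparison made 0.52 calls on average and at most 4 in 50 simulations. With group weights, which allow for the wider shKDM1A pair, 2 rows passed, CTCFL and FZD2. An unadjusted p under 0.05 was found for 1695 rows (11.5%), where simulated data with no changed row gave 9.7%. With group weights it was found for 879 rows (5.9%, simulated 4.9%). At least 2-fold differences were found for 482 rows, but for 314 without shKDM1A replicate 1 and 1661 without shKDM1A replicate 2, so 1 library decided that number.

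**Figure D3:**
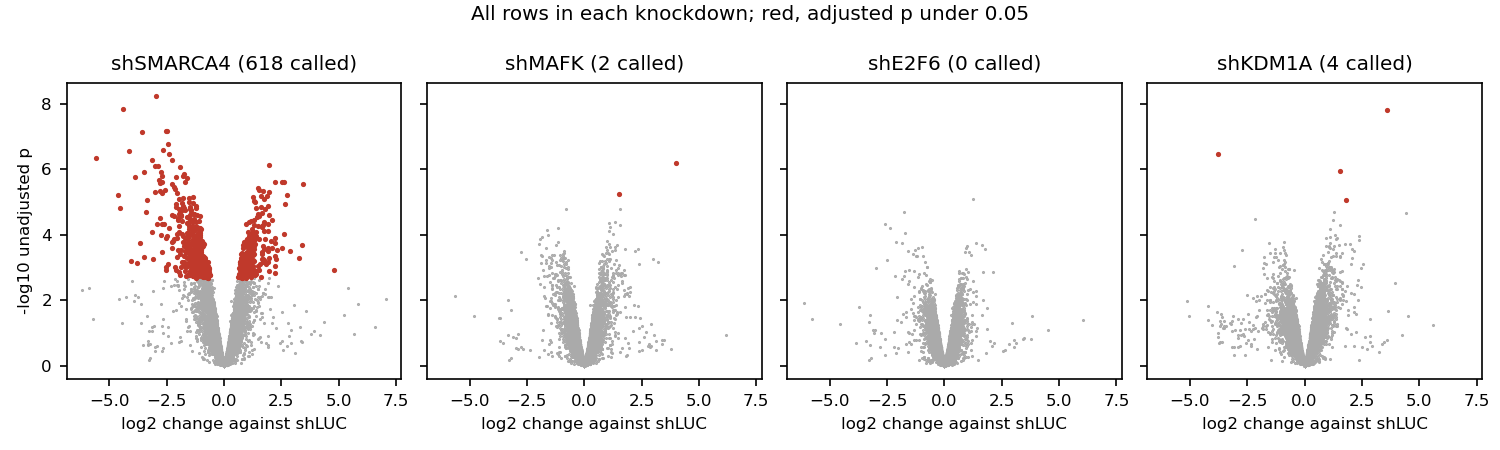
Each panel plots the log2 change against shLUC (horizontal) and the negative log10 of the unadjusted limma p (vertical) of all 14785 rows in 1 knockdown, with rows at an adjusted p under 0.05 in red. The red points number 618 for SMARCA4, 2 for MAFK, 0 for E2F6 and 4 for KDM1A.

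To see whether the knockdowns differed from each other, the means of the 4 groups were compared with the moderated F-test. The shLUC mean takes no part in it, while the shLUC libraries enter the estimate of the spread. It found 982 rows, of which 477 were also changed in shSMARCA4 against shLUC and 3 were TE rows. Without shSMARCA4 the other 3 knockdowns differed in 37 rows. The smallest F-test values belonged to SMARCA4 itself, to LGALS3BP (chromosome 17) and to TEK (chromosome 9). LGALS3BP had 52 ± 19.8 normalized tag counts in shSMARCA4 and between 694 and 907 on average in the other knockdowns (limma adjusted F-test p 0.000299). TEK had 57 ± 4.24 in shSMARCA4 and 283 to 478.5 on average in the other knockdowns (limma adjusted F-test p 0.000299).

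The log2 changes of the knockdowns were then correlated across rows, which are not independent replicates, in all 6 pairs. Because the pairs share their control libraries, unchanged groups would already correlate. The correlation r was 0.062 between SMARCA4 and MAFK, where simulated unchanged groups gave 0.452 on average. It was 0.36 (simulated 0.421) between SMARCA4 and E2F6, 0.114 (0.292) between SMARCA4 and KDM1A, and 0.205 (0.481) between MAFK and E2F6. It was 0.40 (simulated 0.337, from 0.20 to 0.471) between MAFK and KDM1A, and 0.24 (0.315) between E2F6 and KDM1A. No pair lay above the range of its simulated values, and SMARCA4 with MAFK, SMARCA4 with KDM1A and MAFK with E2F6 lay below it. The simulated groups held no effects at all. Effects that differ between knockdowns lower r, even where some effects are shared. The ranges therefore do not decide whether effects were shared or opposed. Single libraries moved most values of r. Without shLUC replicate 2, r was 0.248 between SMARCA4 and MAFK, 0.254 between SMARCA4 and KDM1A, 0.442 between MAFK and E2F6, 0.567 between MAFK and KDM1A and 0.421 between E2F6 and KDM1A. Without shKDM1A replicate 2, it was 0.062 between SMARCA4 and KDM1A, 0.219 between MAFK and KDM1A and 0.12 between E2F6 and KDM1A. Without shMAFK replicate 1, it was 0.023 between SMARCA4 and MAFK and 0.097 between MAFK and E2F6. Between SMARCA4 and E2F6 it ran from 0.289 to 0.475. When each knockdown of a pair was set against another control library, MAFK and KDM1A gave 0.165 (simulated at most 0.108) and SMARCA4 and E2F6 gave 0.13 (at most 0.093). The other 4 pairs gave values from -0.086 to 0.013, within their simulated ranges. For SMARCA4 and E2F6 the simulated range does not decide, because the replicate differences of these groups correlated at 0.337. Noise shared by their libraries could lift the value, and the simulation, with a mean of -0.009 for this pair, held none.

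Gene lists fixed in advance gave 3 of 36 tests past the threshold with camera. The p53 response list (22 of 22 genes in the table) was lower in shSMARCA4 in 21 of 22 genes, with a median log2 change of -0.38 (limma camera adjusted p 0.00569). In shMAFK it was higher in 18 of 22 genes, with a median of 0.35 (limma camera adjusted p 0.00113), but the median was 0.10 without shMAFK replicate 2 and 0.60 without shMAFK replicate 1. The trophoblast list, with 3 of 13 genes in the table, was lower in shSMARCA4 with a median of -2.01 (limma camera adjusted p 0.0233). Under fry only the trophoblast test held, and with an estimated correlation 0 did. An unadjusted p under 0.05 was found in 10 tests.

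The other 33 list tests did not pass. The lowest camera adjusted p was 0.231 for pluripotency (17 of 18 genes in the table), 0.109 for ectoderm (4 of 14), 0.0664 for mesoderm (4 of 15) and 0.0936 for endoderm (3 of 13). It was 0.212 for germline genes (9 of 28), 0.305 for the interferon list (11 of 25) and 0.153 for the antioxidant list (16 of 19). Pluripotency genes had medians from -0.12 to 0 in the 4 knockdowns. Single members moved in shSMARCA4, where 7 of the 17 had an unadjusted p under 0.05, against 2 in shMAFK, 1 in shE2F6 and 0 in shKDM1A. POU5F1, at 35710 in both controls, took values from 16615 to 148866 elsewhere, a range in which neighbouring ranks are far apart. Endoderm genes had a median of 4.34 in shSMARCA4, from 2.46 to 6.23 when 1 library was left out. Of the 89 genes on any list, 6 passed over all rows in shSMARCA4. The 6 were ZIC1 (log2 change 2.51), MIXL1, KRT7 (-2.77), BST2 (-2.70), PIR (1.08) and SRXN1 (-0.78). In shMAFK, shE2F6 and shKDM1A, 0 passed over all rows (14, 9 and 11 unadjusted). Adjusted over the list alone, each of the 9 lists by itself, 15 passed in shSMARCA4 (5 of them on the pluripotency list). In the other knockdowns 6 passed in shMAFK (3 of them on the p53 list), 2 in shE2F6 and 2 in shKDM1A. Adjusted over the 89 genes together, 13, 0, 0 and 1 passed.

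TE rows were examined because the study concerned elements of this kind. Of 973 subfamilies, 1 passed in shSMARCA4 and 0 in the other knockdowns, with 26 in shSMARCA4, 18 in shMAFK, 11 in shE2F6 and 85 in shKDM1A at an unadjusted p under 0.05. The 1 was HERVK11-int, with 2563 ± 491 normalized tag counts in shSMARCA4 and 1017 ± 225 in shLUC (log2 change 1.34, SE 0.31, limma adjusted p 0.0448); it did not pass when adjusted over the TE rows alone. The median size of the log2 change was 0.12 for TE rows and 0.22 for genes in shSMARCA4, 0.11 and 0.17 in shMAFK, 0.09 and 0.16 in shE2F6, and 0.20 and 0.23 in shKDM1A. HERVH-int, the internal part of an endogenous retrovirus family, held the highest value of 148866 in all 10 libraries, so a change of it could not be seen. LTR7 ranged from 23453 to 148866 and its change was within the spread (limma adjusted p 0.587 to 1).

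Of 36 tests of TE families, 10 passed with camera, all toward higher values, and 0 passed with fry. The smallest camera adjusted p was that of ERVL elements in shKDM1A (median log2 change 0.26, limma camera adjusted p 1.49e-07, fry adjusted p 0.991). Alu elements in shMAFK had a median of 0.20 (limma camera adjusted p 0.000199, fry adjusted p 0.991), which was 0.07 without shLUC replicate 1 and 0.31 without shLUC replicate 2. The preset correlation of camera allows little for rows that move together, and fry allows for it. The tests also ask different questions: camera sets a family against all other rows, and fry asks whether the family changed at all. Camera was run with a mean-variance trend and fry without one. The cause of their disagreement is therefore not settled.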

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

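The replicate numbers were not taken as pairing the libraries, since that required every correlation of replicate deviations to exceed 0.1. Those of the 10 pairs of groups ran from -0.05 to 0.337 over all rows, and 2 exceeded 0.1, or 5 over the rows with a replicate difference under 1. A batch shared by some of the same-numbered libraries is not excluded. With the number as a replicate block, MAFK knockdown changed 1 row in place of 2, and the block did not move the count of changed rows for SMARCA4, E2F6 or KDM1A or the F-test count by over 1.5 times. Group weights, fits without shKDM1A libraries, removal of GC content and length trends, the F-test without shSMARCA4 and the block for lists written later were chosen after seeing the data.

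The counts of changed rows for SMARCA4, MAFK and E2F6 moved most with group weights, and next with the removal of shKDM1A libraries. Group weights lower the shKDM1A pair (weight 0.29) but also raise other groups, such as shLUC (1.861) and shMAFK (1.644). The larger counts with weights can therefore not be ascribed to the shKDM1A pair alone. With group weights they were 1306 for SMARCA4, 487 for MAFK, 21 for E2F6 and 2 for KDM1A, and the F-test gave 1535 rows. Without both shKDM1A libraries they were 1162, 34 and 5 for SMARCA4, MAFK and E2F6. Leaving out 1 shKDM1A library at a time gave 1152 to 1159, 34 to 37, and 5 and 5. The larger counts for the first 3 came with a smaller estimate of the spread; on simulated data the fit without the pair recovered 74.3% to 75% of rows changed by 1, and made 6 to 14 false calls. Group weights made 10.1 to 11.5 for the same 3 knockdowns and 6.5 for KDM1A. These simulations held 200 changed rows, so they do not give the number of false calls among the rows called here. Fits of only the 2 groups compared gave 20 rows for MAFK, 1 for E2F6 and 0 for KDM1A (771 unadjusted), with fewer libraries to estimate the spread. Quantile normalization gave 5 for MAFK. Fits with no variance trend gave 5 for MAFK and 9 for KDM1A. Removal of GC and length trends gave 7 for KDM1A. The cause was not tested for these last 3. The F-test over the 3 knockdowns other than SMARCA4 gave 37 rows, by its construction.

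Leaving out 1 library leaves an arm with 1 library, so no calls were made and the counts of changed rows have no such values for their own arms. Counts of rows at least 2-fold changed ran from 190 to 314 for E2F6 and from 314 to 1661 for KDM1A, where leaving out either shKDM1A library moved the count. A mean of 1 library varies more than a mean of 2, which by itself raises such counts. The median correlation of knockdown effects, 0.223, was -0.005 with split controls, which share no control library, and ran from 0.163 to 0.431 when 1 library was left out. With 1 control library left, its noise weighs more in every change, which by itself raises the correlation. With split controls it reversed to -0.086 for SMARCA4 and MAFK, -0.024 for SMARCA4 and KDM1A, and -0.04 for MAFK and E2F6. The 3 list tests past the threshold became 1 under fry and 0 with an estimated correlation, which allow for genes that move together. Because fry also asks another question and was run without a variance trend, such genes need not be the reason for its lower count.

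Pseudocounts of 0.1 and 10, rescaling by the median ratio, the robust fit and a minimum mean of 50 moved no count of changed rows by over 1.5 times; the filter at 10 removed no row, so dropping it tests nothing. Each target kept its direction and its side of the threshold in the alternatives run. Among other values, 335 were counted as the same, 10 were no longer past the threshold (5 for single genes, 5 for lists), 25 moved and 3 reversed. The 5 for single genes were MIXL1 with quantile normalization, MAL2 with the block, EFHD1 with the block and with group weights, and LAMC3 with group weights. A value counted as the same can differ in size. MIXL1 was so counted at 2.91 and 6.67 without 1 shSMARCA4 library, against 4.79 with both. BTBD17 was counted as moved at -4.41 against -4.62, so these counts do not measure how stable the sizes were. Alternatives that need raw counts were not run. The read depth is unknown, which limits what can be said of rows near 0.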

Other observations

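Of the tests in this part, those on GC content and on length, the replicate block, distance to the controls and the KDM1A level in shKDM1A replicate 1, on the calls without the shKDM1A pair, and on the ladders of high values were chosen only after the result was seen. The lists of Nodal, ATF4, sterol and metallothionein genes were written after single members had been seen, and those members were left out of the tests. NODAL and MIXL1 are an exception, since the test of replicate differences kept them.

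shKDM1A replicate 1 stood apart from the other 9 libraries. Its distance to the shLUC mean was 0.755 on the log2 scale, against 0.397 for its replicate. Lower sequencing depth would leave the high rows alone, but in the top tertile of rows by mean value the SD between the shKDM1A replicates was 1.72 times that of the next widest group. Length bias would follow transcript length, which explained 0.67% of the variance of the replicate difference. GC content explained 2.6%. That value decides nothing, because normalization by GC strata would remove such a trend beforehand. Evidence for such strata is given with the ladders of high values. A weaker knockdown in this library would bring it nearer to the controls, but it lay 1.9 times as far away as replicate 2, even though its KDM1A value was higher (3290 against 1879). A mislabelled sample of another group would have KDM1A at the level of that group, but it had 60.7% of the lowest of the other libraries. What remains open is GC bias before normalization, a difference in the culture or handling of this library, or a true difference in response; the labels name no batch, and the last 2 were not tested.

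Few rows were called in the MAFK and E2F6 knockdowns. A candidate explanation is the spread of the shKDM1A pair in the shared variance: without both of its libraries, the MAFK calls rose from 2 to 34 and those of E2F6 from 0 to 5. The calls of SMARCA4 rose as well, from 618 to 1162, so this does not explain why the counts differ between knockdowns. In simulated data with no changed row, the same fit made no call for MAFK and 0.1 on average (at most 2) for E2F6, and 4.6% of rows had an unadjusted p under 0.05 for E2F6, where the data gave 9.7%. Both counts for E2F6 thus lay above those of unchanged groups, although simulated rows were independent of each other. MAFK lay below the lowest library of the other groups in 1 of the 2 shMAFK libraries, and E2F6 was at 61.3% of the control, so weak knockdown also remains open and was not tested.

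The replicate differences of shE2F6 and shSMARCA4 ran together across rows, with a correlation of 0.337. Transcript length does not account for it, since the correlation over genes was 0.328 after length trends were removed. It was 0.332 after GC trends were removed, which leaves GC bias open for the same reason as above. A few extreme rows do not account for the correlation: over the 12778 rows with a replicate difference under 1 in every group it was 0.535, and the next highest pair of groups had 0.245. In both groups GAPDH went from 61939 in replicate 1 to 148866 in replicate 2, and POU5F1 went down (51684 to 21308, and 30768 to 16615). A batch shared by the same-numbered libraries of these groups could give this pattern; the labels name none, and no biological explanation was tested.

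High values fell on 2 ladders, in groups of 10 rows. If the strata of rows were set by GC content, the ladders would differ in GC. Of the 23 genes with a GC content of at least 60%, 19 (82.6%) were on the upper ladder, against 33 of 150 (22%) of the others (Fisher's exact test, two-sided, p 2.75e-08). This is consistent with strata set by GC content, a form of normalization no label states. It also bears on abundant genes: RPSA stood at 35710 in 8 libraries and at 148866 in shKDM1A replicate 1, a jump that a few ranks could produce.

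LEFTY1, CER1 and EOMES differed between replicates, for example LEFTY1 with 1885 and 131 in shSMARCA4 and 258 and 22 in shKDM1A. The hypothesis that Nodal signalling differs between replicates was tested on 11 other genes of the pathway, NODAL and MIXL1 among them. Their median replicate difference in shKDM1A was 0.88, at percentile 100 among 10000 random lists matched on expression. It was also at percentile 100 in shSMARCA4 (1.28) and shMAFK (0.49), at 97.1 in shLUC and at 93.8 in shE2F6, in each case higher in replicate 1. Over the 9 genes without NODAL and MIXL1 the medians were 0.88 in shKDM1A, 0.71 in shSMARCA4 and 0.52 in shMAFK. They were 0.15 in shLUC and 0.09 in shE2F6, and no percentile was computed for these 9 genes. Differences in culture density or passage may lie behind the replicate difference, but the labels do not record them. NODAL and MIXL1 also rose in shSMARCA4, and the 9 genes left on the list without these 2 rose with them: 8 were higher, the median log2 change was 1.38 and the limma camera adjusted p was 0.00146, though fry gave 0.0921. The median was 0.74 without shSMARCA4 replicate 1 and 2.02 without replicate 2. These values take no account of the difference between replicates 1 and 2 that all 5 groups shared. With the replicate number as a block the list had a camera adjusted p of 0.000219 and a fry adjusted p of 0.0514, and the limma adjusted p of NODAL went from 0.0133 to 0.00226. Between libraries of the same number the median was 1.66 for replicate 1 and 0.78 for replicate 2. A higher Nodal pathway in SMARCA4 knockdown is thus a hypothesis whose size depends on the replicate. The list did not pass in shMAFK (median -1.05, camera adjusted p 0.136; -0.40 without shMAFK replicate 2), shE2F6 (0.06, 0.204) or shKDM1A (-0.31, 0.674), nor with the block (camera adjusted p 0.0562, 0.0709 and 0.653). MIXL1, EOMES and CER1 are also on the mesoderm or endoderm lists, so those lists are no separate evidence.

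CHAC1 and INHBE differed between the shLUC replicates (142 and 1436, and 57 and 419). If the ATF4 response differs between the shLUC replicates, the other ATF4 target genes would be higher in replicate 2, and 20 of 20 were, with a median difference of -0.97 at percentile 0 of 10000 matched random lists. The control itself may therefore have carried a stress response in 1 library. Smaller differences, higher in replicate 1, were found in shMAFK (0.30, percentile 100, 20 of 20 genes) and shE2F6 (0.23, percentile 99.6, 15 of 20). In shSMARCA4 (0.10, percentile 81.1) and shKDM1A (-0.13, percentile 19.9) the replicates were closer. Against both controls, the list was higher in shMAFK (median 1.09, 20 of 20 genes) and shKDM1A (0.98, 20 of 20 genes), and lower in shSMARCA4 (-0.74, 20 of 20 genes). These medians became 0.58, 0.47 and -1.25 without shLUC replicate 1 and 1.68, 1.34 and -0.32 without shLUC replicate 2. In shE2F6 the median of -0.25 changed sign, to 0.18 without shLUC replicate 2. Camera gave adjusted p from 1.08e-18 to 0.0112 for the 4 knockdowns, and fry 0.0921 or more. ATF5 is regulated in this response, and its rise in shMAFK (log2 change 3.99) may belong to it.

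MT2A, MT1H and MT1E differed between the shE2F6 replicates (110 and 639, 234 and 916, 127 and 439). The hypothesis of metallothionein induction that differs between the shE2F6 replicates was tested on 4 other genes of this kind, which were all higher in replicate 2, with a median difference of -0.79 at percentile 0 of 10000 matched random lists. The list also differed between replicates of shLUC (-0.71, percentile 0) and shMAFK (0.90, percentile 100). Paralogs of this family can share reads. Against shLUC it was higher in shKDM1A (median 1.06, camera adjusted p 0.000352) and lower in shSMARCA4 (-1.35, 0.0025); fry gave 0.0921 for both. The shSMARCA4 median stayed beyond the largest replicate difference of 0.90 when 1 library was left out (-1.67 to -1.03). The shKDM1A median did not, with 0.78 without shLUC replicate 1 and 1.41 without shLUC replicate 2. In shMAFK (0.20, 0.364) and shE2F6 (-0.25, 0.291) it did not pass, and its median changed sign when 1 library was left out (-0.15 and 0.14). Metal content of the medium may differ between cultures, which no label records.

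FASN and INSIG1 fell in shMAFK (41812 in both controls to 25026 and 23459, and 1124 and 848 to 419 and 460). The hypothesis of lower sterol and fatty acid synthesis genes as a set was tested on 25 other genes. All 25 were lower in shMAFK, with a median log2 change of -0.56 (limma camera adjusted p 2.45e-14, fry adjusted p 0.0921). The largest replicate difference of the median in any group was 0.32, smaller than this shift. With 1 pair of libraries per group, these differences do not bound the variation between cultures, so such variation is not excluded. The median was -0.42 to -0.80 when 1 library was left out. The list also moved in the other knockdowns: 0.38 in shSMARCA4, 0.35 in shE2F6 and -0.28 in shKDM1A (camera adjusted p 2.31e-06, 6.53e-07 and 0.000124; fry 0.112 to 0.231), sizes close to that replicate difference. They also depended on the control library. Without shLUC replicate 2 the medians were 0.19, 0.09 and -0.47, and without shLUC replicate 1 they were 0.57, 0.49 and -0.16. Culture density and lipid supply may alter these genes and were not tested, so a role of MAFK is a hypothesis only. Across the 4 added lists, 11 of 16 tests passed with camera and 0 with fry, with or without the block.

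ERVL rows were higher as a family in shKDM1A, with medians of 0.24 and 0.21 in its libraries. Variation between libraries of one group may explain a shift of this size, since the medians of the shSMARCA4 replicates differed by 0.28. The Alu median changed sign between the shKDM1A replicates (-0.39 and 0.15).

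LAMC3, EFHD1 and MAL2 were higher in all 4 knockdowns than in shLUC. LAMC3 had 224 and 213 in the controls and 344 to 654 elsewhere. CTCFL was also higher in all 4 (100 to 1140, against 96 and 82), and FZD2 was lower (38 to 422, against 780 and 755). Both shLUC libraries lay beyond the 8 others in 579 rows (3.9%, where chance gives 4.4%). That count does not decide the matter, since knockdown effects lower it and it runs over all rows, not these genes alone. A state of the 2 shLUC libraries, a response to any active hairpin and chance among selected genes cannot be told apart, because all 4 knockdowns were compared with the same 2 libraries.

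CTCFL, a germline paralog of CTCF, had 1140 and 995 in shKDM1A and 252 and 284 in shMAFK, against 96 and 82 in shLUC. Its rise in shMAFK (log2 change 1.58) had a limma adjusted p of 0.0619 with all libraries, and passed the threshold with group weights (limma adjusted p 0.00247) and without the shKDM1A libraries (limma adjusted p 0.0343). The difference between shKDM1A and shMAFK was itself past the threshold (log2 difference 1.99, limma adjusted p 0.0369). This gene was picked after its values were seen in shMAFK, and no biological explanation was tested.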
